# The psychedelic psilocybin and light exposure have similar and synergistic effects on gene expression patterns in the visual cortex

**DOI:** 10.1186/s13041-025-01191-0

**Published:** 2025-03-18

**Authors:** Ram Harari, Dmitriy Getselter, Evan Elliott

## Abstract

Psilocybin, a psychedelic compound found in specific hallucinogenic mushrooms, is known to induce changes in visual perception and experience in humans. However, there is little knowledge of the molecular mechanisms through which psilocybin affects vision-associated regions in the brain, such as the visual cortex. The current study determined both psilocybin-induced and experience-dependent changes (exposure to light) in visual cortex gene expression in mice. Of great interest, psilocybin induced robust gene expression changes in the visual cortex that closely mirror light-induced gene expression changes, even when the mice are kept in the dark. These gene expression changes correspond to specific molecular pathways, including synaptic functioning, and represent genes expressed in specific subtypes of neurons. In addition, exposure to both psilocybin and light induced synergetic changes in genes involved in epigenetic programming. Overall, the study determined that psilocybin induces robust changes in gene expression in the visual cortex that may have functional consequences in visual perception both in the absence and in synergy with visual experience.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13041-025-01191-0.

## Introduction

Psychedelic compounds, including psilocybin, are known to induce changes in visual perception and experience. Changes in visual perception often include visual hallucinations or changes in the color or geometric pattern in the visual field [1–3]. Psilocybin is the main psychedelic compound in “magic mushrooms”. Psilocybin is metabolized in the liver to psilocin, which is a potent agonist of the 5-HT2A receptor [4]. Previous studies have shown that psychedelic effects are modulated by this specific receptor [5], although other effects may be modulated through separate mechanisms, such as activation of the TrkB receptor [6].

Several human studies have found that psilocybin may directly affect the function of the visual cortex. Electrophysiology studies have found that psilocybin modulates visually-evoked potentials [7]. A separate study suggested that psilocybin increases self-inhibition of visual areas in the cortex in an eyes-closed task [2]. Therefore, psilocybin may influence function of the visual cortex both during visual sensory excitation and during rest periods. Nonetheless, it is not clear what is the relationship between psychedelic-induced regulation of the visual cortex and experience-dependent activation of the visual cortex. It is not clear whether these processes are similar, opposite, or synergistic.

Previous studies in mice have characterized light-induced gene expression changes in the visual cortex of mice [8, 9]. Light-induced changes is considered a model of experience-induced gene expression in the visual cortex. In the current study, we have determined light-induced gene expression alterations as well as psilocybin-induced gene expression alterations in the visual cortex and compare between the effects of light activation and psilocybin on visual cortex gene expression. Our results demonstrate that light and psilocybin have very similar effects on gene expression in the visual cortex and have some restricted synergistic effects on genes related to epigenetic control of gene transcription.

## Results and discussion

C57 male mice were housed in reverse-light cycle and experimentation took place in the dark cycle. The mice were split into four experimental groups: mice placed acutely into light for 2.5 h (light group), mice kept in dark (dark group), mice treated with 5 mg/kg psilocybin, followed by placing in light (psilocybin-light group), mice treated with 5 mg/kg psilocybin and kept in the dark (psilocybin-dark group). Two and a half hours after placement of mice in the light (or maintaining in dark), mice were sacrificed, and the visual cortex was removed. RNA-seq analysis was then performed on RNA extracted from the visual cortices (Fig. 1A).

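The visual cortex of 24 mice was sequenced, with 1 library per mouse and 6 mice in each of the dark, light, psilocybin-dark and psilocybin-light groups. mRNA was enriched by its poly-A tail before the libraries were made, so the values cover polyadenylated transcripts. The authors trimmed adapters and poly-A/T stretches with cutadapt, mapped the reads to GRCm39 with STAR and counted them per Ensembl gene with htseq-count. The deposited values are these read counts, without normalization, for 55414 genes, of which 31758 had at least 1 count. The total count per mouse ranged from 15086279 to 17367802 in the dark group (median 16966620), from 15410035 to 17906994 in the light group (median 15884032), from 13552516 to 17696207 in the psilocybin-dark group (median 15364068) and from 14558979 to 17566718 in the psilocybin-light group (median 15752492). Within groups, the counts of every pair of mice differed by more than sampling noise, with a chi-square per degree of freedom of at least 3.07 over 60 pairs, so no library was a second sequencing of another in its group. Each library was counted as 1 mouse, which the counts themselves cannot show.

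The light exposure of each library is given by 2 sources, which differ. The headings of the paper's supplementary count table place libraries 1 to 6 in the dark group, 7 to 12 in the psilocybin-dark group, 13 to 18 in the light group and 19 to 24 in the psilocybin-light group. The sample labels give the same drug and the opposite light exposure for all 24 libraries. The groups used here follow the supplementary table, and mice are named by group and library number. Raw counts in that table were equal to the deposited counts for all 1457 genes compared, in all 24 libraries.

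From the counts, edgeR's TMM normalization and quasi-likelihood test were applied to all 24 mice in 1 fit, so that the 4 groups shared 1 estimate of the spread between mice (common biological coefficient of variation 0.182). The 14464 genes with a highest count of at least 30 were tested, and p-values were adjusted over these genes by the Benjamini-Hochberg procedure. Genes with an adjusted p-value under 0.05 are called differentially expressed. Normalized counts are counts scaled to the mean effective library size of 16058300. The paper's test, DESeq2's Wald test, was run as an alternative with the parameters the paper gives. A gene's sense and antisense reads cannot be told apart here, since the paper's text does not state whether the counting used strand.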

Principle Component analysis of RNA-seq data reveals that both psilocybin groups and the light groups cluster separately from the dark-no psilocybin group (control group) (Fig. 1B). 

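In a principal component analysis of log2 counts scaled by library size, over the 14464 genes, the first component held 41.1% of the variance and the second 22.3%. The dark mice lay between 10.3 and 78.4 on the first component, with a mean of 36.3 ± 31.3 (SD, n = 6). The light mice had a mean of −10.3 ± 20.2 (SD, n = 6), the psilocybin-dark mice −6.45 ± 23.2 (SD, n = 6) and the psilocybin-light mice −19.5 ± 10.5 (SD, n = 6). Each of these 3 groups except psilocybin-light had 1 mouse among the dark mice on this component, light mouse 18 at 30.3 and psilocybin-dark mouse 12 at 38.8. Dark mice 1 and 6 lay farthest out, at 78.4 and 74.3, and the other 4 dark mice between 10.3 and 19.9. Dark mice 1 and 6, psilocybin-dark mouse 12 and light mouse 18 were the highest mice on this component. They also had the highest counts of Gabra6, a gene of cerebellar granule cells. These were 2170 or more normalized counts, against at most 105.7 in other mice. The group means on this component thus partly carry these single mice. The other 4 dark mice still lay above all remaining mice, the highest of which was at 1.25. On the second component, dark mice 2, 3, 4 and 5 lay between 25.7 and 58.2, above all other mice.

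Over all 14464 genes, the division into light and dark mice accounted for 31.4% of the variance among the 12 mice compared (two-sided exact permutation test of the pseudo-F, p = 0.00217, adjusted p = 0.00649 over the 6 pairs of groups). The division into psilocybin-light and dark mice accounted for 37.9% (exact p = 0.00217, the smallest that 6 mice against 6 allow, adjusted p = 0.00649), and that into psilocybin-dark and dark mice for 27.2% (exact p = 0.00433, adjusted p = 0.00866). Psilocybin-light and light mice were not separated beyond the spread between mice (10.7% of the variance, exact p = 0.260, adjusted p = 0.312). Psilocybin-light and psilocybin-dark mice were separated before adjustment only (14.7%, exact p = 0.0346, adjusted p = 0.0520). With the 500 most variable genes after DESeq2's variance-stabilizing transformation, the share of the first component moved most, to 59.9%.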

Considering that the dark group is the group that maintained their normal light cycle, the light group represents light-induced changes in the visual cortex transcriptome. 

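Psilocybin-dark mice and light mice were compared directly. The division into these 2 groups accounted for 8.66% of the variance among the 12 mice, which did not exceed the spread between mice (exact permutation test, p = 0.450, adjusted p = 0.450). In the fit across all groups, 66 of the 14464 genes were differentially expressed between psilocybin-dark and light mice, 28 higher and 38 lower in psilocybin-dark mice, with an absolute log2 fold change whose median over these genes was 0.26. At an unadjusted p-value under 0.05 there were 2076 genes. This count depended on the test and on single mice. DESeq2 called 405 genes, and between 3 and 328 genes were called across the 24 fits that each left out 1 mouse, the most when dark mouse 6 was left out.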

The fact that psilocybin-dark group clusters with the light group suggests that psilocybin induced transcriptome changes are similar to light-induced changes.

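Between light and dark mice, 4611 of the 14464 genes tested (31.9%) were differentially expressed, 2229 higher and 2382 lower in light. The median absolute log2 fold change of these genes was 0.38, and 664 of them changed by at least 1 on the log2 scale, the fold limit of the thresholds sheet in the supplement. That limit was the alternative that moved the count most. In 1430 of the differentially expressed genes, and in 1447 of all genes tested, the 6 light mice did not overlap the 6 dark mice. Chance gives such a separation in 0.217% of genes.

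The genes named here are those with the largest changes among differentially expressed genes without overlap. Mdfic2 (chromosome 6 of GRCm39, 98212667 to 98319715) had 151.5 ± 26.3 normalized counts (SD, n = 6) in light and 11.5 ± 13.6 (SD, n = 6) in dark, a log2 fold change of 3.69 (standard error 0.39, adjusted p = 1.44e-06 from edgeR). Trbc2 (chromosome 6, 41523664 to 41525286) rose from 7.95 ± 13.4 (SD, n = 6) to 108.5 ± 30.6 (SD, n = 6), a log2 fold change of 3.74 (standard error 0.49). Nxf7, A830009L08Rik and Gm13601 were the other genes with the largest rises. Gpr101 (chromosome X, 56542028 to 56549117) had 18.2 ± 17.7 normalized counts (SD, n = 6) in light and 804.3 ± 626.2 (SD, n = 6) in dark, a log2 fold change of −5.47 (standard error 1.00, adjusted p = 0.000251 from edgeR). Its dark values ranged from 168.1 to 1993. Dsc3, Pappa2, Gabrq and Olfm4 were the other genes with the largest falls.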

Differential expression analysis determined 4,994 genes that were differentially expressed between the dark group and the light group (light-induced genes) (Supplementary Table 1). 

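Between psilocybin-dark and dark mice, 3575 genes (24.7% of those tested) were differentially expressed, 1719 higher and 1856 lower with psilocybin. Their median absolute log2 fold change was 0.40, and 565 changed by at least 1 on the log2 scale. The 6 psilocybin-dark mice did not overlap the 6 dark mice in 781 of these genes and in 807 of all genes tested. Nxf7 (chromosome X, 134480304 to 134499535) had the largest rise by the rule used for light, with 22.6 ± 10.6 normalized counts (SD, n = 6) in psilocybin-dark and 1.26 ± 1.82 (SD, n = 6) in dark mice. This is a log2 fold change of 4.04 (standard error 0.51, adjusted p = 1.52e-05 from edgeR). Mdfic2, Trbc2, Gm13601 and A830009L08Rik followed, the same 5 genes as in light. The largest falls were in Gm26644, Arhgap36, Fibcd1, Pirt and Ndst4. Fibcd1 (chromosome 2, 31702948 to 31736233) had 166.0 ± 66.0 normalized counts (SD, n = 6) with psilocybin and 2159 ± 1521 (SD, n = 6) in dark mice, a log2 fold change of −3.71 (standard error 0.42, adjusted p = 1.03e-05 from edgeR). Its dark values ranged from 321.7 to 4785. Whether tissue from outside the visual cortex in the dark samples contributes to this fall was not tested.

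With light and dark exchanged as in the sample labels, 88 genes were differentially expressed between the 2 groups so named. Dark mice had the highest mean expression of 13 hippocampal marker genes, and with that mean as a covariate, an alternative chosen after the data were seen, 5 psilocybin-induced and 1149 light-induced genes were called. That covariate differs between dark mice and the others, so it also takes up differences between the groups. Other covariates raised the counts, to 4716 and 5917 with 1 surrogate variable and to 4658 and 5793 with the mean of 10 cerebellar genes, the latter also chosen after the data were seen. These 2 covariates set apart the same mice, so they are not separate alternatives. The surrogate variable lay between −0.519 and −0.296 in dark mice 1 and 6, psilocybin-dark mouse 12 and light mouse 18. It was −0.158 or above in all others. The same mice had the highest means of the cerebellar genes.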

In comparison, 3850 genes were differentially expressed between the dark group and the psilocybin-dark group (psilocybin-induced genes) (Fig. 1C). A total of 2,958 Genes overlapped between these two data sets (hypergeometric test *p* = 8.64e-1257). 

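The 2 lists had 2770 genes in common, where 1140 would be expected if they were independent draws from the 14464 genes tested. The log10 of the hypergeometric p was −956.6. This p treats genes as independent of one another, which they are not, and both lists come from comparisons with the same 6 dark mice. There were 1841 genes in the light list only and 805 in the psilocybin list only. With an absolute log2 fold change of at least 1 required in both, 497 genes were shared.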

All of the genes that overlapped were changed in the same direction by light or psilocybin, compared to the dark group. Therefore, 76.8% of genes that were modified by psilocybin are found to also be modified by light experience, demonstrating a similar transcriptional response to both stimuli (Fig. 1D).

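Of the 2770 shared genes, 1345 were higher and 1425 lower than in dark mice, and all 2770 changed in the same direction under light and psilocybin. The genes in only 1 of the lists mostly had the same sign as well, 91.9% of the light-only genes under psilocybin and 93.3% of the psilocybin-only genes under light. Because both comparisons use the same dark mice, the direction was also computed with separate dark mice, 3 for light and the other 3 for psilocybin, in all 20 ways. The share of common genes changed in the same direction was then at least 89.4%.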

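The shared genes made up 77.5% of the psilocybin-induced and 60.1% of the light-induced genes. Across the 14464 genes, the log2 fold changes of light and psilocybin against dark had a Pearson r of 0.93 and a Spearman rho of 0.85. These coefficients are across genes, which are not independent replicates. With separate dark mice for each comparison, r ranged from 0.27 to 0.81 with a median of 0.682, and between 1041 and 1774 genes were shared. In all 20 ways the overlap was larger than chance gives, by a factor of 1.24 to 3.30. Among the 2770 shared genes, 11 differed between psilocybin-dark and light mice, and 2573 also differed between psilocybin-light and dark mice. Over all 14464 genes tested, 66 differed between psilocybin-dark and light mice, which is a similar share. That count moved with the test and with single mice. From the share of psilocybin-induced genes that light also modified, the paper concludes that the transcriptional response to the 2 stimuli is similar.

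**Figure D1:**
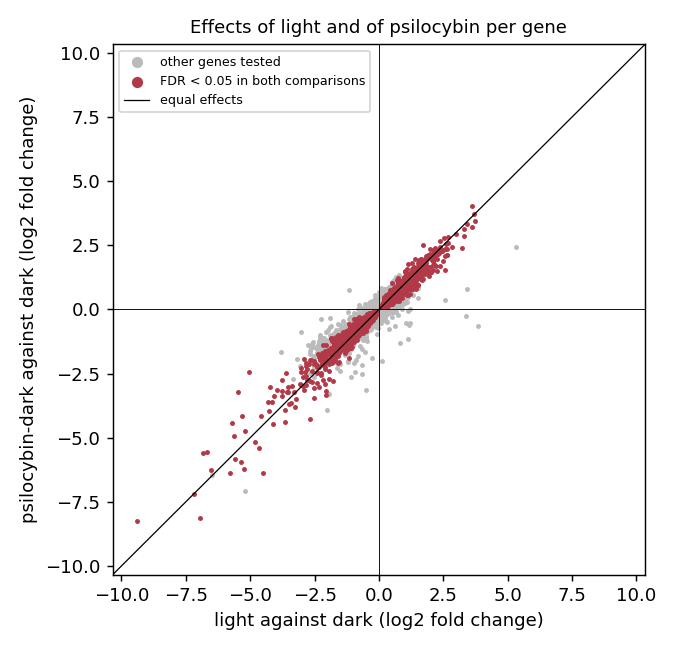
Log2 fold change of each of the 14464 genes tested, for light against dark (horizontal axis) and psilocybin-dark against dark (vertical axis). Red points are the 2770 genes with an adjusted p-value under 0.05 in both comparisons, and the diagonal line marks equal effects; the 6 dark mice are part of both axes.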

To gain more insight into transcriptional changes, we looked at transcriptome of specific genes that are known to be increased by light in the visual cortex. *Npas4*, *Fosb*, *Egr1 and Arc* have previously been identified in multiple studies as activated in the visual cortex upon placement of animals in light [9, 10]. 

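On GRCm39, Npas4 lies on chromosome 19 from 5034382 to 5040344, Fosb on chromosome 7 from 19036621 to 19043976, Egr1 on chromosome 18 from 34992876 to 34998049 and Arc on chromosome 15 from 74540932 to 74544419. All 4 are early-response genes whose transcripts rise with neuronal activity. In the dark group, Npas4 had 98.2 ± 46.5 normalized counts (SD, n = 6), Fosb 384.8 ± 198.4 (SD, n = 6), Egr1 2285 ± 924 (SD, n = 6) and Arc 1089 ± 333 (SD, n = 6).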

In the current study, we not only find that these genes are increased by light, but we found that these genes are also increased independently by psilocybin. 

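In light mice, Npas4 had 505.2 ± 128.1 normalized counts (SD, n = 6), a log2 fold change against dark of 2.37 (standard error 0.29, adjusted p = 5.68e-06 from edgeR). Fosb had 756.1 ± 44.3 (SD, n = 6), a log2 fold change of 0.98 (standard error 0.27, adjusted p = 0.00838). Egr1 had 8417 ± 1300 (SD, n = 6), a log2 fold change of 1.88 (standard error 0.23, adjusted p = 5.01e-06). Arc had 7729 ± 3174 (SD, n = 6), a log2 fold change of 2.83 (standard error 0.31, adjusted p = 1.57e-06).

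In psilocybin-dark mice, Npas4 had 318.3 ± 40.8 normalized counts (SD, n = 6) and a log2 fold change against dark of 1.70 (standard error 0.29, adjusted p = 0.000237). Fosb had 827.1 ± 153.6 (SD, n = 6) and a log2 fold change of 1.11 (standard error 0.27, adjusted p = 0.00476). Egr1 had 7133 ± 1534 (SD, n = 6) and a log2 fold change of 1.64 (standard error 0.23, adjusted p = 3.36e-05). Arc had 5902 ± 2511 (SD, n = 6) and a log2 fold change of 2.44 (standard error 0.30, adjusted p = 1.39e-05). For each of the 4 genes, every light mouse and every psilocybin-dark mouse lay above every dark mouse (two-sided exact permutation test, p = 0.00217 in each of the 8 comparisons, the smallest that 6 mice against 6 allow). All 8 calls held in each of the 24 fits that left out 1 mouse. Dark mice 1 and 6 were the 2 lowest dark mice for each of the 4 genes, which enlarges these changes. They had 134.2 and 126.1 normalized counts of Fosb, against 481.1 to 547 in the other dark mice. Each of the 24 fits kept at least 1 of them, and no fit without both was run for single genes. When only the 12 mice compared were fitted, the Fosb changes were 0.97 for light (adjusted p = 0.0567) and 1.10 for psilocybin (adjusted p = 0.0571), no longer past the threshold. The other alternatives with the same groups gave Fosb adjusted p-values from 2.53e-05 to 0.0170 for light. With light and dark exchanged as in the sample labels, the light effect on all 4 genes has the opposite sign.

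**Figure D2:**
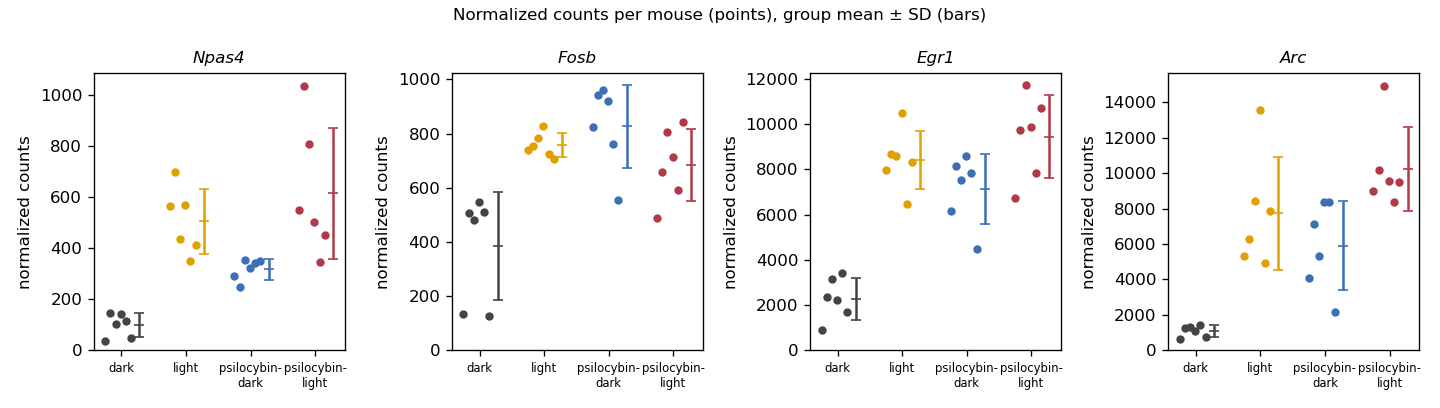
Normalized counts of Npas4, Fosb, Egr1 and Arc in each of the 24 mice (points, in order of library number) by group, with the group mean and SD (n = 6) to the right of the points. For each gene, every light and psilocybin-dark mouse lies above every dark mouse.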

The combined exposure of psilocybin and light had no significant increase compared to each one alone (Fig. 1E). Furthermore, to validate our RNA-seq findings, we replicated this experiment and performed Quantitative PCR on these same genes in the visual cortex. 

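Psilocybin-light mice had 616.2 ± 257.0 normalized counts of Npas4 (SD, n = 6), 683.2 ± 132.7 of Fosb (SD, n = 6), 9442 ± 1839 of Egr1 (SD, n = 6) and 10250 ± 2379 of Arc (SD, n = 6). Against light alone, no gene of the 4 changed beyond the spread between mice. The log2 fold change was 0.29 for Npas4 (standard error 0.27, adjusted p = 0.848), −0.15 for Fosb (0.27, adjusted p = 0.951), 0.17 for Egr1 (0.22, adjusted p = 0.920) and 0.41 for Arc (0.29, adjusted p = 0.740). Against psilocybin alone, Npas4 was higher by 0.95 (standard error 0.27, adjusted p = 0.0374 from edgeR, exact permutation p = 0.00649). This call was lost in 8 of the 24 fits that left out 1 mouse, with an adjusted p-value of up to 0.116. Arc was higher by 0.80 (standard error 0.29, adjusted p = 0.106, exact permutation p = 0.00649). The Arc change passed the threshold with 1 surrogate variable as a covariate (log2 fold change 0.79, adjusted p = 0.0457). Across all alternatives its adjusted p reached 0.222. Egr1 changed by 0.40 (standard error 0.22, adjusted p = 0.328, exact permutation p = 0.0498) and Fosb by −0.27 (standard error 0.27, adjusted p = 0.632, exact permutation p = 0.134). The exact permutation p-values were not adjusted over genes.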

The same general changes found in our original experiment were also found in the validation experiment (Fig. 1F). To decipher if these gene expression changes would be detected in all brain regions, we performed Quantitative PCR on thalamic samples from the same mice. The thalamus was chosen because it is the main relay of sensory information and subregions have previously been found to be responsive to light at the gene expression level [11]. There was no difference in gene expression levels among the experimental groups in the thalamus (Supplementary Fig. 1). Therefore, the effects of psilobycin and light on gene expression is at least partially specific to visual cortex.

Gene ontology analysis of genes that were upregulated by both light and psilocybin (overlapped genes) revealed that these genes are found specifically in glutaminergic neurons of all cortical layers. 

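The gene sets of ToppGene, the tool the paper used, were not used here. In their place, a list of 32 marker genes of cortical glutaminergic neurons was tested. Of the 1345 genes higher in both light and psilocybin, 11 were on this list, where 2.98 would be expected from the genes tested (odds ratio 5.14, 95% confidence interval 2.23 to 11.2, two-sided Fisher's exact test, p = 8.84e-05, adjusted p = 0.000354 over 8 list tests). They included Mef2c, Rasgrf2, Syt6, Rspo1, Scnn1a, Emx1, Tbr1, Rorb, Cux2 and Nrgn, with log2 fold changes between 0.75 (Syt6) and 2.99 (Rspo1) in light. Against 10000 random lists of the same size matched on mean expression, 11 genes were 3.00 times the mean (permutation p = 0.0014), the alternative that moved the result most. Over all genes tested, 16 of the 32 were light-induced and 15 psilocybin-induced; with adjustment over the list alone, 20 and 19 were. Among the 1425 genes lower in both, 4 were on the list (Etv1, Lmo3, Parm1 and Tox2; expected 3.15, exact p = 0.551).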

In comparison, genes downregulated by both light and psilocybin are found specifically in several types of GABAergic neurons. Therefore, psilocybin, and light, specifically upregulate gene expression in glutaminergic neurons and downregulate gene expression in GABAergic neurons. 

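A list of GABAergic neuron markers had 41 genes among those tested. Of the 1425 genes lower in both light and psilocybin, 10 were on it, where 4.04 would be expected (odds ratio 2.97, 95% confidence interval 1.29 to 6.22, two-sided Fisher's exact test, p = 0.00543, adjusted p = 0.00869). Against the expression-matched random lists the ratio was 2.43 (permutation p = 0.012). The 10 genes included Chodl, Sncg, Gad2, Nos1, Reln, Cnr1, Ndnf, Adarb2 and Tac1. Their log2 fold changes in light ran from −0.29 (Gad2) to −2.60 (Sncg). Of the 1345 genes higher in both, 6 were on the same list (among them Vip, Rbp4, Lamp5, Npy and Crh), where 3.81 would be expected (odds ratio 1.68, exact p = 0.272). Of the 41 genes, 17 were light-induced, 6 of them higher, and 17 psilocybin-induced, 6 of them higher. With adjustment over the list alone, 19 and 20 were called.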

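The general markers of the neuron classes changed less than the list members above. Slc17a7, which encodes the main vesicular glutamate transporter of the cortex, had 23380 ± 7280 normalized counts (SD, n = 6) in dark, 28130 ± 2306 (SD, n = 6) in light and 28170 ± 1965 (SD, n = 6) in psilocybin-dark mice, and was not differentially expressed in either comparison. Gad1 and Slc32a1, which mark GABAergic neurons, were not differentially expressed either. Gad2 (chromosome 2, 22511862 to 22583886) fell by 0.29 on the log2 scale in light (standard error 0.06, adjusted p = 0.000399 from edgeR) and by 0.20 with psilocybin (standard error 0.06, adjusted p = 0.0111). Among markers of GABAergic subtypes, Vip (chromosome 10, 5589186 to 5599956) rose by 1.11 in light (standard error 0.26, adjusted p = 0.00220) and by 1.12 with psilocybin (standard error 0.26, adjusted p = 0.00288). Lamp5 (chromosome 2, 135894159 to 135911924) rose by 1.87 (standard error 0.24, adjusted p = 7.42e-06) and 1.96 (standard error 0.24, adjusted p = 1.25e-05). Sst did not change beyond the spread between mice, with log2 fold changes of −0.02 and −0.26. Sncg fell by 2.60 in light and by 2.82 with psilocybin, but dark mouse 1 had 421.4 normalized counts, the lowest dark mouse 11.9, and the groups overlapped.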

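A list of 92 genes of the presynaptic and postsynaptic machinery was tested in the same way. Of the 1345 genes higher in both light and psilocybin, 19 were on it, where 8.55 would be expected (odds ratio 2.56, 95% confidence interval 1.45 to 4.30, two-sided Fisher's exact test, p = 0.000817, adjusted p = 0.00163). Synaptic genes are highly expressed, however, and against random lists matched on mean expression the ratio was 1.27 (permutation p = 0.3). Of the 1425 genes lower in both, 7 were on the list, where 9.06 would be expected (odds ratio 0.752, exact p = 0.598). Over all genes tested, 35 of the 92 were light-induced and 35 psilocybin-induced, and 36 and 40 with adjustment over the list alone. Gene sets of schizophrenia and bipolar disorder were not analysed here.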

Both upregulated genes and downregulated genes were enriched for genes with synaptic functions and genes involved in schizophrenia and bipolar disorder (Fig. 1G).

We hypothesized that there may be some genes that are synergistically affected by light and psilocybin, and are therefore significantly downregulated or upregulated specifically in the light + psilocybin group. 

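Genes changed specifically in psilocybin-light mice were taken as those differentially expressed in the same direction against each of the dark, light and psilocybin-dark groups, and in neither light nor psilocybin alone against dark. The paper's text gives no formula. Of the 14464 genes, 35 met this rule, 34 lower and 1 higher. Their median absolute log2 fold change was 0.39 against dark, 0.32 against light and 0.32 against psilocybin-dark mice, and it did not exceed 1.05 in any of the 3 comparisons. The comparison with light limited the list, with 88 genes differentially expressed (8 higher and 80 lower; 1402 at an unadjusted p-value under 0.05), against 923 for psilocybin-dark and 5551 for dark mice. Of the 35 genes, 20 also had an interaction of light and psilocybin with an adjusted p-value under 0.05.

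The count moved with the processing. DESeq2 gave 74 genes, of which 34 were among the 35. It was 94 with 1 surrogate variable as a covariate and 4 at an adjusted p-value under 0.01. Across the 24 fits that each left out 1 mouse it ranged from 5 to 67. The largest differences from the nearest other group were in Dpysl2, Gli3, Kcnq1ot1, Sox9 and Crebbp, all lower, and Sdhb was the gene that was higher. Dpysl2 (chromosome 14, 67040313 to 67148522) had 1505 ± 108 normalized counts (SD, n = 6) in psilocybin-light, 2725 ± 849 (SD, n = 6) in light, 2697 ± 69 (SD, n = 6) in psilocybin-dark and 3069 ± 306 (SD, n = 6) in dark mice. Its log2 fold change against light was −0.86 (standard error 0.14, adjusted p = 0.0102 from edgeR), with overlap between the 2 groups.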

98 genes found to be specifically and significantly changed in the psilocybin + light group, including 89 downregulated genes and 9 upregulated genes (Fig. 1H). 

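A list of 93 transcription coregulator genes had 5 members among the 35 genes changed specifically in psilocybin-light mice, where 0.225 would be expected (odds ratio 27.1, 95% confidence interval 8.03 to 72.9, two-sided Fisher's exact test, p = 2.75e-06, adjusted p = 2.20e-05 over 8 list tests). All 5 were lower, among them Top1, Crebbp, Hdac5 and Tbl1xr1. The list contained the genes the paper itself names, so it was not independent of the paper's calls on these data. Of a list of 51 chaperone genes, 3 were among the 35 (Calr, Dnajc3 and Pdia4, all lower; expected 0.123, odds ratio 28.1, exact p = 0.000250, adjusted p = 0.000666). With the 74 genes that DESeq2 gave, 6 coregulators (odds ratio 14.5) and 3 chaperones (odds ratio 12.6) were found. Gene sets for mRNA metabolic processes were not analysed here.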

Gene ontology analysis of synergistic genes showed an enrichment of genes involved in transcription coregulator activity and regulation of mRNA metabolic processes, among other categories (Fig. 1I). Examples of transcription coregulator genes that were influenced synergetically by psilocybin and light are *Top1*, *Crebbp* and *Hdac5* (Fig. 1J). 

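Top1 (chromosome 2 of GRCm39, 160487802 to 160566298) had 1656 ± 45 normalized counts (SD, n = 6) in psilocybin-light mice, against 2031 ± 126 (SD, n = 6) in dark, 1998 ± 152 (SD, n = 6) in light and 2034 ± 81 (SD, n = 6) in psilocybin-dark mice. The log2 fold change was −0.29 against dark (standard error 0.05, adjusted p = 5.81e-05), −0.27 against light (0.05, adjusted p = 0.0114) and −0.30 against psilocybin-dark mice (0.05, adjusted p = 0.00118). Every psilocybin-light mouse lay below every mouse of the other groups (exact permutation test, p = 0.00217 against each group). The call against light was lost in 2 of the 24 fits that left out 1 mouse, with an adjusted p of up to 0.0621.

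Crebbp (chromosome 16, 3899192 to 4031861) had 618.7 ± 36.9 (SD, n = 6) in psilocybin-light, 944.8 ± 83.5 (SD, n = 6) in dark, 910.6 ± 224.1 (SD, n = 6) in light and 982.3 ± 31.3 (SD, n = 6) in psilocybin-dark mice. The log2 fold change was −0.61 against dark (standard error 0.11, adjusted p = 0.000211), −0.56 against light (0.11, adjusted p = 0.0266) and −0.67 against psilocybin-dark mice (0.11, adjusted p = 0.00145). Light mouse 17, with 609 normalized counts, lay among the psilocybin-light mice (exact permutation test against light, p = 0.0238). Light mouse 18 had 657, just above the highest of them at 649, and the other 4 light mice had 984 to 1160. The call against light was lost in 8 of the 24 fits that left out 1 mouse.

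Hdac5 (chromosome 11, 102085245 to 102121072) had 3111 ± 159 (SD, n = 6) in psilocybin-light, 3517 ± 362 (SD, n = 6) in dark, 3763 ± 252 (SD, n = 6) in light and 3604 ± 195 (SD, n = 6) in psilocybin-dark mice. The log2 fold change was −0.18 against dark (standard error 0.06, adjusted p = 0.0235), −0.27 against light (0.06, adjusted p = 0.0363) and −0.21 against psilocybin-dark mice (0.06, adjusted p = 0.0355). These 3 calls were lost in 3, 11 and 10 of the 24 fits that left out 1 mouse. When only the groups compared were fitted, Top1 alone of the 3 genes kept all its calls.

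**Figure D3:**
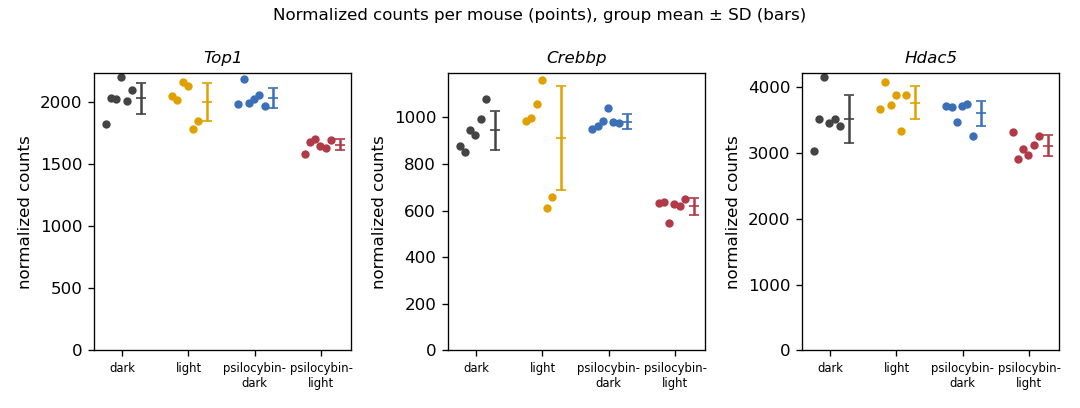
Normalized counts of Top1, Crebbp and Hdac5 in each of the 24 mice (points, in order of library number) by group, with the group mean and SD (n = 6) to the right of the points. Light mice 17 and 18 are the 2 lowest light mice for Crebbp, at 609 and 657.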

TOP1 has previously been shown to be important for genome stability in neurons and can specifically regulate synapse-related genes [12]. The complex of CREB and CREBBP are well known to be crucial in regulation of synaptic plasticity [13]. HDAC5, an additional epigenetic regulator of synaptic plasticity, was previously found to regulate the expression of Arc in the visual cortex [14]. In addition, *Igf1r*, a known regulator of visual cortex function, is downregulated [8]. 

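Igf1r (chromosome 7 of GRCm39, 67601518 to 67883416) had 1015 ± 77 normalized counts (SD, n = 6) in psilocybin-light, 1252 ± 112 (SD, n = 6) in dark, 1348 ± 270 (SD, n = 6) in light and 1416 ± 149 (SD, n = 6) in psilocybin-dark mice. It was lower than in dark (log2 fold change −0.30, standard error 0.10, adjusted p = 0.0237 from edgeR) and psilocybin-dark mice (−0.48, standard error 0.10, adjusted p = 0.00652). Against light the log2 fold change was −0.41 (standard error 0.10, adjusted p = 0.0704, exact permutation p = 0.0173), short of the threshold after adjustment. DESeq2 called this difference (log2 fold change −0.40, adjusted p = 0.0225), as did edgeR with 1 surrogate variable (−0.43, adjusted p = 0.0218), and across all alternatives the adjusted p ranged from 0.0179 to 0.247. The transcript of the ligand, Igf1, was not differentially expressed between psilocybin-light and dark mice, with 172.0 ± 23.5 (SD, n = 6) and 173.0 ± 26.8 (SD, n = 6) normalized counts.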

Upregulated genes include *Sdhb* and *Psmb1*.

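Sdhb (chromosome 4 of GRCm39, 140688502 to 140709380) had 1803 ± 37 normalized counts (SD, n = 6) in psilocybin-light, 1695 ± 56 (SD, n = 6) in dark, 1634 ± 43 (SD, n = 6) in light and 1654 ± 48 (SD, n = 6) in psilocybin-dark mice. The log2 fold change was 0.09 against dark (standard error 0.03, adjusted p = 0.0247), 0.14 against light (0.03, adjusted p = 0.0328) and 0.12 against psilocybin-dark mice (0.03, adjusted p = 0.0158). The call against light was lost in 8 of the 24 fits that left out 1 mouse. When only the groups compared were fitted, Sdhb no longer met the rule for genes specific to psilocybin-light mice. It met the rule with DESeq2, with DESeq2's size factors and with 1 surrogate variable. Psmb1 (chromosome 17, 15691080 to 15720013) had 1748 ± 85 (SD, n = 6) in psilocybin-light, 1543 ± 97 (SD, n = 6) in dark, 1559 ± 76 (SD, n = 6) in light and 1499 ± 44 (SD, n = 6) in psilocybin-dark mice. It was higher than in dark (log2 fold change 0.18, standard error 0.04, adjusted p = 0.00244) and psilocybin-dark mice (0.22, standard error 0.04, adjusted p = 0.00361). Against light the change of 0.17 did not pass the threshold (standard error 0.04, adjusted p = 0.0912), although the 6 mice of each group did not overlap (exact permutation test, p = 0.00217). DESeq2 called it (adjusted p = 0.0154, the lowest of the alternatives, which reached 0.212).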

Together, these findings suggest that psilocybin and light exposure have very similar effects on gene expression in the visual cortex. Light exposure is commonly used to induce neuronal activity in the visual cortex, and is considered a model of inducing experience-dependent gene expression. These findings indicate that psilocybin has a robust effect on gene expression in the visual cortex which is likely to lead to direct effects on visual experience.

It is of great interest that psilocybin had different effects on genes specifically expressed in glutaminergic neurons (upregulation of genes) compared to those expressed in GABAergic neurons (downregulation of genes). There is little previously known explanation regarding specific effects of psilocybin in specific neuronal subtypes. However, considering that glutaminergic neurons are generally excitatory, the current results suggest that psilocybin promotes excitatory activity in the visual cortex. The cell-type specific effects of psilocybin may be brain site specific, as a recent manuscript determined increases in GABAergic activity in the amygdala under the influence of psilocybin [15]. A limitation of the current work is that this is bulk RNA-seq and not single cell RNA-seq. Future single cell analysis are necessary to understand the specific genes that are effected by psilocybin in specific subtypes of neurons and glia.

Many of the genes that were influenced synergistically by light exposure under the effects of psilocybin (psilocybin-light group) include transcription regulators, such as *Top1*, *Crebbp*, and *Hdac5* (Fig. 1J). The decreased expression of these transcription regulators may have more long term effects on gene transcription and protein translation in the primary visual cortex. For example, it has previously been shown that HDAC5 binds ARC and ERG1, a neuronal activity-related genes, inhibits their expression in the visual cortex [14]. As such, decreased *Hdac5* expression may potentiate increases in activity-related genes. Therefore, future studies can decipher more long-term influences of psilocybin in the visual cortex and their functional consequences.

In the current study, *Igf1r* is specifically decreased in mice that are exposed to light under the influence of psilocybin. *Igf1* has previously been shown to be expressed specifically in VIP-expressing inhibitory neurons in the visual cortex [8]. IGF1 works cell-autonomously on the VIP-expressing neurons and promotes their inhibition leading to decreased visual acuity. Therefore, this could lead to positive effects on visual acuity. While there are few direct studies on visual acuity in humans after psilocybin exposure, studies have indicated an increase in ability to distinguish colors in color-blind individuals [16]. Overall, this study shows that psilocybin has robust effects on gene expression in the visual cortex that are similar, and sometimes synergistic, to light-induced gene expression patterns.

**Fig. 1:**
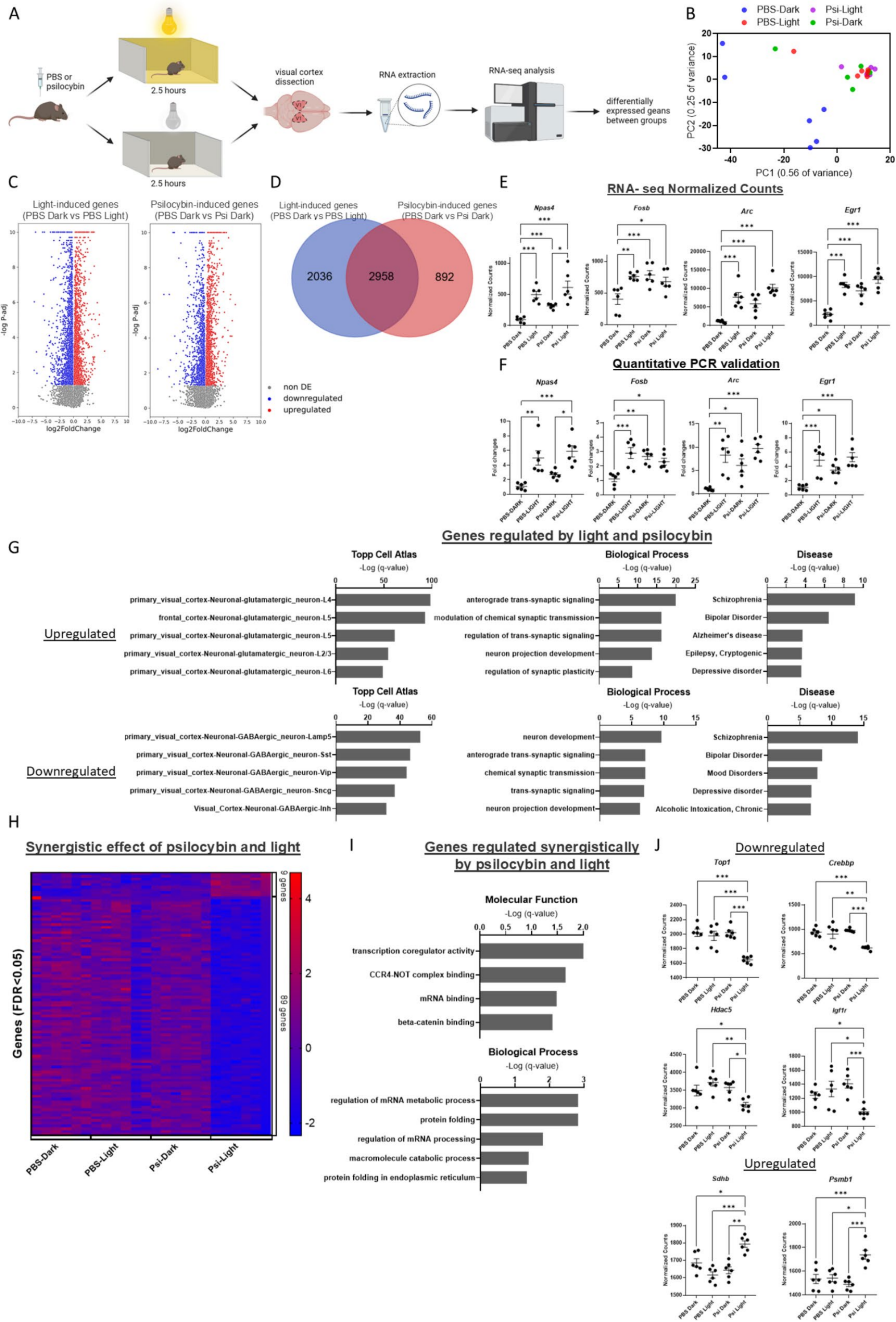
Changes in gene expression in the visual cortex under the influence of psilocybin and/or visual sensory excitation. **A**.) Schematic representation of experimental design, created with BioRender.com. **B**.) Principal Component Analysis (PCA) representing gene expression in all experimental groups (*n* = 6). **C**.) volcano plot representing gene expression changes in the light-induced genes (PBS Dark vs. PBS Light) and psilocybin-induced genes (PBS Dark vs. Psi Dark) treatment. **D**.) Venn diagram representing overlapping changes in gene expression of light-induced genes and psilocybin-induced genes (adjusted *q*-value < 0.05). **E**.) Graphs of representative genes in which gene expression significantly changed due to both psilocybin and light exposure separately. Values represent mean ± SEM, *n* = 6, ∗/∗∗/∗∗∗FDR < 0.05/0.01/0.001 (Deseq2 Wald test with correction for multiple tests). **F**.) Validation experiment of RNA-seq analysis by Quantitative PCR analysis on representative genes in the visual cortex in which gene expression significantly changed due to both psilocybin and light exposure separately. Values represent mean ± SEM, *n* = 6, ∗/∗∗/∗∗∗*p* < 0.05/0.01/0.001 by one-way ANOVA, followed by Tukey’s multiple comparisons test. **G**.) Gene Ontology (GO) enrichment analysis for genes regulated by both light and psilocybin. Gene ontology categories with FDR < 0.05 are shown. **H**.) Heatmap representing genes significantly changed in mRNA expression due to synergistic effect of psilocybin and light. **I**.) Gene Ontology (GO) enrichment analysis for genes regulated by psilocybin-light additive effect. Gene ontology categories with FDR < 0.05 are shown. **J**.) Graphs represent genes in which mRNA expression significantly changed due to the synergistic effect of psilocybin and light exposure. Values represent mean ± SEM, *n* = 6, ∗/∗∗/∗∗∗FDR < 0.05/0.01/0.001 (Deseq2 Wald test with correction for multiple tests).

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 2

## Data Availability

RNA-seq sequencing reads supporting the conclusions of this article is included within the additional file and the raw RNA-seq dataset supporting the conclusions of this article is available in the Gene Expression Omnibus repository (GSE285605).

# Supplementary material for: The psychedelic psilocybin and light exposure have similar and synergistic effects on gene expression patterns in the visual cortex
**Source:** Mol Brain. 2025 Mar 18;18:23. doi: 10.1186/s13041-025-01191-0
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Methods**

**Animals**

8-10 weeks old C57BL/6J male mice (supplied by Invigo Laboratories, Rehovot, Israel) were housed according to Federation of Laboratory Animal Science Associations (FELASA) guidelines. Mice were maintained in a vivarium at 22 C with a reversed light-cycle (lights on at 19:00 hours, off at 07:00 hours). Food and water were provided ad libitum. Littermate mice were randomly selected to experimental groups. All experimentation was approved by the Institutional Animal Care and Use Committee (IACUC) under protocol number 42-06-2021.

**Pharmacological treatment of mice**

Mice were injected i.p. in a volume of 200 µl with 5 mg/kg psilocybin (4-phosphoryloxy-N,N-dimethyltryptamine) (psi-411-fb-10, Lipomed), or with vehicle of phosphate-buffered saline (PBS) (02-023-5A, Sartorius).

**Visual stimulation and brain dissection**

Experimentation took place in the dark cycle. Mice were placed in reverse light cycle room when received from Invigo Laboratories (see above, at 3 weeks of age). The experiment took place at 8 weeks of age. The reverse light cycle room has dark phase from 7 am to 7 pm. The experiment started at 12pm and ended by 2:30pm. The mice were split into four experimental groups: mice placed into light (light group), mice kept in dark (dark group), mice treated with 5mg/kg psilocybin, followed by immediate placement in light (psilocybin-light group), mice treated with 5mg/kg psilocybin and kept in the dark (psilocybin-dark group). Two and a half hours after placement of mice in the light (or maintaining in dark), mice were sacrificed by decapitation, brains were isolated, and the visual cortex (V1) was removed and stored immediately on dry ice.

**RNA isolation and library preparation**

The RNeasy Mini kit (Quigen, Ilex, Petah-Tikva, Israel, # 74004) isolation procedure was carried out according to the manufacturer’s instructions. Quality of isolated RNA was tested using the Agilent RNA Pico 6000 kit and Bioanalyzer 2100 at the Genome Technology Center of the Azrieli Faculty of Medicine, Bar-Ilan University. 350 ng of total RNA were used for mRNA enrichment using NEBNext mRNA polyA isolation module (NEB, Ornat, Rehovot, Israel, #E7490L) and libraries for Illumina sequencing were prepared using the NEBNext Ultra II RNA kit (NEB, Ornat, Rehovot, Israel, #E7770L). Quantification of the library was performed using dsDNA HS assay kit and Qubit (Molecular Probes, Life Technologies, Rhenium, Modi’in, Israel) and quantification was performed using the Agilent DNA HS kit and Bioanalyzer 2100. 10 nM of each library were pooled together and were diluted to 4 nM according to NextSeq manufacturer’s instructions. 1.1 pM was loaded into the flow cell with 1% PhiX library control.

**Bioinformatics**

Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt ^1^; resulting reads shorter than 30bp were discarded. Reads were mapped to the M. musculus reference genome GRCm39 using STAR ^2^, supplied with gene annotations downloaded from Ensembl (and with EndToEnd option and outFilterMismatchNoverLmax was set to 0.04). Expression levels for each gene were quantified using htseq-count ^3^, using the gtf above. Differentially expressed genes were identified using DESeq2 ^4^ with the betaPrior, cooksCutoff and independent Filtering parameters set to False. 

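DESeq2 models the counts of each gene with a negative binomial distribution, and its Wald test divides a log2 fold change by its standard error. With betaPrior set to false the fold changes are not shrunk towards zero, with cooksCutoff set to false genes with a single extreme count keep their p-value, and with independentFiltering set to false low-count genes stay in the adjustment for multiple testing. With these settings, the deposited counts of the 14464 genes gave 4851 light-induced genes, 3840 psilocybin-induced genes and 2991 genes in both lists. Of the genes called by edgeR, 4569 light-induced and 3543 psilocybin-induced genes were also called by DESeq2.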

Raw P values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Pipeline was run using snakemake ^5^. Enrichment analyses for the Gene Ontology (GO) terms were performed using the online ToppGene Suite software. GO terms were considered significant when the Benjamini and Hochberg FDR adjusted p value was below 0.05. The raw data and read count data from this analysis are available at GSE285605.

**Quantitative PCR analysis**

Mice were sacrificed by decapitation, brains were removed, and amygdala and thalamus were dissected on dry ice. RNAwas synthesized using the RNeasy Mini kit (Quigen, Ilex, Petah-Tikva, Israel, # 74004) isolation procedure was carried out according to the manufacturer’s instructions. Quality of isolated RNA was tested using the Agilent RNA Pico 6000 kit and Bioanalyzer 2100 at the Genome Technology Center of the Azrieli Faculty of Medicine, Bar-Ilan University. RNA was converted to cDNA using the HighCapacity cDNA Reverse Transcription kit (Thermo Scientific, Waltham, MA, USA). Quantitative PCR for representative genes, NAPS4, FOSB, ARC and EGR1 was performed using the Fast Start Universal SYBR Green Master (Roche, Basel CH) and ViiA™7 Quantitative PCR System (Life Technologies, Carlesbad, CA, USA). The Quantitative PCR program was run for 40 cycles and included a melting temperature of 95 °C for 10 s, and an annealing temperature of 60 °C for 30 s. Relative quantification of RNA expesion was performed using the ΔΔCt method and a one-way ANOVA was performed using Graphpad prism 9.3 software. The primers used in the reactions are listed in Supplementary Table [2](https://www.nature.com/articles/s41398-023-02611-2#MOESM5).

**References**

1. Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet J* **17**, (2011).

2. Dobin, A. *et al.* STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, (2013).

3. Anders, S., Pyl, P. T. & Huber, W. HTSeq-A Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, (2015).

4. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, (2014).

5. Köster, J. & Rahmann, S. Snakemake-a scalable bioinformatics workflow engine. *Bioinformatics* **28**, (2012).

How the deposited data were processed for this re-analysis (not part of the article)

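RNA from the visual cortex of 24 male mice was sequenced by the authors, 6 mice in each of the dark, light, psilocybin-dark and psilocybin-light groups, with 1 library per mouse. The authors enriched mRNA by its poly-A tail, trimmed the reads with cutadapt, mapped them to GRCm39 with STAR and counted them per Ensembl gene with htseq-count. The deposited values are the resulting raw counts, before any normalization, for 55414 genes in 24 libraries, and all 24 libraries were used. Neither the release of the gene annotation nor the strand setting of the counting was found in the paper's text or supplement. Reads were not mapped again, so this summary starts from the counts.

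The group of each library was taken from the headings of the paper's supplementary count table, whose raw counts were checked against the deposited counts for 1457 genes in 24 libraries. The sample labels give the opposite light exposure with the same drug, and this assignment was tried as an alternative.

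Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with a highest count of at least 30 in any library (14464) were kept, library sizes were scaled by TMM, and a quasi-likelihood negative binomial model with 1 term per group was fitted to all 24 mice. Each group was compared with each other group, and the interaction was tested as the psilocybin-light effect less the sum of the light and psilocybin effects. Tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of an adjusted p-value under 0.05. Log2 values for principal components and scores used a prior count of 2. Genes named in the text are all genes the paper names, general markers of the 2 neuron classes, list members, the 5 genes with the smallest interaction p, and up to 5 per direction with the largest log2 fold change among differentially expressed genes with a mean count of at least 10 and no overlap between the 2 groups. For genes specific to psilocybin-light mice, the smallest of the 3 changes was used, and overlap was not considered. Gene positions and names were taken from GENCODE vM39, which names 14427 of the genes tested, and from which GC content and exon length were also computed.

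Single values were compared by two-sided exact permutation of 6 mice against 6, which has 924 splits and a smallest p of 0.00217. Groups were compared over all genes by an exact permutation test of a pseudo-F. Lists of marker genes were tested by two-sided Fisher's exact tests, adjusted over 8 tests, and against 10000 random lists matched on mean expression. Groups of 6 mice were screened for single mice far from the others by Dixon's ratio, with a critical value of 0.625. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

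The alternatives were DESeq2 1.42.0 with the paper's parameters; DESeq2's size factors; filterByExpr; no filter; only the compared groups in the fit; 1 surrogate variable from sva 3.50.0; an adjusted p-value under 0.01; an absolute log2 fold change of at least 1; the sample labels' light exposure; other definitions of the genes specific to psilocybin-light mice; each mouse left out; each pair of dark mice left out; and separate dark mice for light and psilocybin. The comparisons, gene lists, rule for named genes and these alternatives were set before the data were examined, and alternatives added later are named as such.

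The depth, with median totals between 15364068 and 16966620 counts per group, gave a common biological coefficient of variation of 0.182. The fit was tested on simulated data with 200 changed genes at 6 mice per group. These genes changed in the light group only, by an absolute log2 fold change of at least 1. edgeR called 182 of the 200 and 13 unchanged genes, and DESeq2 called 184 and 23. Light-induced genes had a median absolute log2 fold change of 0.38, and recovery of changes of that size was not tested. No gene was simulated as specific to psilocybin-light mice.

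Gene sets of ToppGene were not available and were replaced by lists of genes. Gene sets for schizophrenia, bipolar disorder and mRNA metabolism were not analysed here, nor were the qPCR measurements or the thalamus, for which no values per mouse were used here.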

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

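In this part, the tests of cerebellar genes in single mice, of library size and of the direction of the interaction were chosen only after the result was seen. Within each group of 6 mice, single mice far from the others were sought for 28 measures. This singled out a mouse in 17 of 112 groups, where chance gives 5.6, and the measures are not independent of one another.

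Several of these mice share 1 signal. Gabra6, a gene of cerebellar granule cells that the paper does not discuss, had 7131 normalized counts in dark mouse 6, 3068 in dark mouse 1, 3007 in psilocybin-dark mouse 12 and 2170 in light mouse 18. The mean log2 expression of a list of 10 other cerebellar genes stood apart in light mouse 18 (5.02) and psilocybin-dark mouse 12 (5.62). It was as high or higher in dark mice 6 (6.32) and 1 (5.63), against 2.99 to 3.28 in the other dark mice. As 2 high mice in 1 group, they were not singled out by the ratio used. Light mouse 18 and psilocybin-dark mouse 12 also stood apart on the first principal component, at 30.3 and 38.8, and light mouse 18 also on the second, at −25.3, and for a thalamus list, at 4.10. Across all mice, the deviations of the 10 genes from their group means had a mean correlation of 0.907, above all 10000 random lists matched on expression, and 0.874 without the dark group. Tissue from outside the visual cortex is a candidate explanation, as a hypothesis, and RNA carried over between samples was not told apart from it. No biological explanation was tested, since the design gives none that differs between mice of 1 group. With the list's score as a covariate, 5793 light-induced, 4658 psilocybin-induced and 101 psilocybin-light-specific genes were called, each more than without it, so this signal does not account for these counts.

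Psilocybin-light mouse 23 stood apart on the first principal component (1.25) and for lists of astrocyte (7.51), striatum (4.03) and thalamus (3.73) genes, each the highest of its group. Light mouse 14 had the highest choroid plexus score of its group (2.73), and psilocybin-dark mouse 10 the highest blood score (5.55). No explanation was tested for these mice. Leaving out psilocybin-light mouse 23 was among the 24 fits that each left out 1 mouse.

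For single values, psilocybin-light mouse 21 had the highest Arc (14940 normalized counts) and the lowest Crebbp (545.7) of its group. Psilocybin-light mouse 22 had the highest mean log2 expression of the psilocybin-light-specific genes in its group (5.43). Psilocybin-dark mouse 7 had the highest mitochondrial share of its group (3.51%), and dark mouse 3 the lowest total count of its group (15086279). Total counts did not differ beyond chance between light and dark mice (exact permutation p = 0.422) or between psilocybin-dark and dark mice (exact permutation p = 0.0996), so a difference in library size was not found for these comparisons.

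The effect of psilocybin in light was compared with its effect in dark by the interaction. A deviation of the dark mice alone can also give an interaction, as set out below. The interaction had an adjusted p-value under 0.05 in 1266 of the 14464 genes, 563 positive and 703 negative. On the log2 scale it was −1.42 for Npas4 (adjusted p = 0.0282), −1.25 for Fosb (adjusted p = 0.0429), −1.48 for Egr1 (adjusted p = 0.00756) and −2.03 for Arc (adjusted p = 0.00554). It was −0.27 for Top1 (adjusted p = 0.0160), −0.61 for Crebbp (adjusted p = 0.0203), −0.31 for Hdac5 (adjusted p = 0.0260) and −0.59 for Igf1r (adjusted p = 0.0158). For Sdhb it was 0.18 (adjusted p = 0.0140) and for Psmb1 0.21 (adjusted p = 0.0400). The genes with the smallest interaction p were Mapk4, Bmal1, C130074G19Rik, Etv6 and Slc6a15. Only 1 of 100 splits of the 24 mice, the real one, gave as many interaction genes. These splits also remove the differences of the other groups from dark mice, so they test whether the groups differ at all, not the interaction alone.

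Of the 1266 genes, 1032 were in both the light and the psilocybin list, and in all 1032 the interaction had the opposite sign to both effects. Light and psilocybin together may thus change these genes by less than the sum of their separate effects, as a hypothesis. The test cannot settle this, because both effects and the interaction are computed from the same 6 dark mice, and any deviation of the dark mice gives the same signs. Only 149 of the 1266 genes were differentially expressed in any comparison among the 3 exposed groups. A difference of the dark mice alone would not give these differences among exposed groups. Bmal1, for example, had 685.0 normalized counts in psilocybin-light and 650.3 in dark mice, below 817.8 in light and 878.1 in psilocybin-dark mice. For the genes outside the 149, the pattern cannot be told apart from a difference that sets the dark mice apart from all others, such as in their tissue.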

How the results depend on the processing

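The separation of light, psilocybin-dark and psilocybin-light mice from dark mice kept its side of the threshold in the 2 alternatives run for it, both with the 500 most variable genes. It was not run with the light exposure of the sample labels, under which 2 of these 3 pairs are the pairs of exposed groups without a separation. The lists of glutaminergic, GABAergic, coregulator and chaperone genes kept their side of the threshold in the alternatives run for them. The synapse list among genes higher in both was the exception, with a ratio of 1.27 (permutation p = 0.3) against random lists matched on expression. DESeq2's size factors moved no count beyond 1.5 times. Of the results for single genes across alternatives, 182 were the same, 19 weaker, 9 stronger and 10 reversed. Where a count moved, the cause was not tested. Counts are given below where they moved by more than 1.5 times or a correlation by more than its spread.

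At an adjusted p-value under 0.01, there were 2853 light-induced and 1933 psilocybin-induced genes, 1533 in both lists, and 3663 for psilocybin-light against dark. There were 6 for psilocybin-light against light, 332 for psilocybin-light against psilocybin-dark, 3 for psilocybin-dark against light, 4 specific to psilocybin-light mice, and 320 interaction genes, 33.8% of them positive. With an absolute log2 fold change of at least 1 the same results were 664, 565, 497, 905, 0 (18 at an unadjusted p-value under 0.05), 7 (4 higher), 0 (15 unadjusted), 0 (7 unadjusted) and 330. The 7 unadjusted genes passed in all 3 comparisons of psilocybin-light mice. They were counted without the requirements on direction and on the other groups.

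DESeq2 gave 191 genes for psilocybin-light against light (40 higher), 405 for psilocybin-dark against light and 74 specific to psilocybin-light (10 higher). With filterByExpr, psilocybin-light against light had 55 genes and the specific list 21. Without a filter on counts there were 22 for psilocybin-light against light, 463 against psilocybin-dark, 0 for psilocybin-dark against light (2517 unadjusted), 12 specific and 759 interaction genes. With only the compared groups in the fit, there were 1971 psilocybin-induced genes, 1571 in both lists, 58 for psilocybin-light against light (13 higher), 1643 against psilocybin-dark, 243 for psilocybin-dark against light and 22 specific. With 1 surrogate variable there were 249 for psilocybin-light against light, 1826 against psilocybin-dark, 583 for psilocybin-dark against light, 94 specific and 2633 interaction genes. Without the requirement on the light and psilocybin-dark groups, 56 genes were specific. Requiring no difference between those 2 groups left 35, a requirement that removed none.

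With light and dark as in the sample labels, 4611 light-induced genes remain in number by construction, with every direction reversed. There were 88 psilocybin-induced genes (8 higher), 30 in both lists and 8 specific (4 higher). The log2 fold changes of light became −2.37 for Npas4, −0.98 for Fosb, −1.88 for Egr1 and −2.83 for Arc. Psilocybin-light against psilocybin-dark became −0.95, 0.27, −0.40 and −0.80 for these genes. For Fosb, psilocybin alone became −0.15 and psilocybin-light against light 1.11.

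Across the 24 fits that each left out 1 mouse, light-induced genes ranged from 3924 to 4990 and psilocybin-induced genes from 2763 to 4196. Those in both lists ranged from 2318 to 3242, psilocybin-light against dark from 4907 to 5780, against light from 9 to 155, and against psilocybin-dark from 584 to 1236. Psilocybin-dark against light ranged from 3 to 328, specific genes from 5 to 67 and interaction genes from 835 to 2083. With each of the 15 pairs of dark mice left out, psilocybin-induced genes ranged from 2310 to 4851, specific genes from 21 to 71 and interaction genes from 712 to 3065. With separate dark mice for light and psilocybin, 1041 to 1774 genes were in both lists and r was 0.27 to 0.81. Among genes called in either list, r was 0.96.

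Some alternatives were chosen after seeing the data. DESeq2 on genes with a highest count of at least 6 gave 149 genes for psilocybin-light against light, 287 for psilocybin-dark against light and 61 specific, or 92 without the requirement on the other groups. With the cerebellum score as a covariate there were 264 for psilocybin-light against light, 2073 against psilocybin-dark, 1012 for psilocybin-dark against light, 101 specific and 2571 interaction genes. With the hippocampus score as a covariate there were 1149 light-induced and 5 psilocybin-induced genes, 5 of them in both lists, all higher. With the mitochondrial share as a covariate, 9 genes were specific (2 higher).

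No paired analysis was possible because the mice are numbered 1 to 24 and the groups share no numbers.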

Differences from the paper's values

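For genes changed specifically in psilocybin-light mice, 35 were found here against the paper's 98. Of the alternatives set before the data were examined, DESeq2 with the paper's parameters (74), 1 surrogate variable (94), the highest of the fits that left out 1 mouse (67) and the highest of those that left out a pair of dark mice (71) came within 1.5 times of the paper's count. DESeq2's size factors (29), filterByExpr (21), no filter (12), only the compared groups in the fit (22), an adjusted p-value under 0.01 (4), an absolute log2 fold change of at least 1 (0, with 7 at an unadjusted p-value under 0.05), the sample labels' light exposure (8), no requirement on the other groups (56), the added requirement (35) and the lowest counts of the fits with mice left out (5 and 21) did not. The 7 unadjusted genes were counted without the requirements on direction and on the other groups. DESeq2 on genes with a highest count of at least 6 without the requirement on the other groups (92) and the cerebellum score as a covariate (101) also came within 1.5 times, and both were chosen after seeing the values. DESeq2 on those genes with the requirement (61) and the mitochondrial share as a covariate (9) did not, and were also chosen after seeing the values. The surrogate variable and the cerebellum score set apart the same mice, so their counts (94 and 101) are not separate alternatives.

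Of these genes, 34 were lower here against the paper's 89, and 1 was higher against the paper's 9. For the lower genes, the alternatives set before the data were examined that came within 1.5 times were the same as for the total (64 with DESeq2, 86 with 1 surrogate variable, and 64 in the highest fits of both kinds with mice left out). For the higher genes, they were DESeq2 (10), 1 surrogate variable (8) and the highest with a pair of dark mice left out (7). The others did not come within 1.5 times in either direction. Among alternatives chosen after seeing the values, DESeq2 on genes with a highest count of at least 6 without the requirement gave 83 lower and 9 higher, and the cerebellum score as a covariate 91 lower and 10 higher. With the requirement, DESeq2 on those genes gave 55 lower, which did not come within 1.5 times, and 6 higher, which did.

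The paper's hypergeometric p for the overlap of the light and psilocybin lists is smaller than the one found here, whose log10 was −956.6. No alternative was computed for this value.

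The paper's text states that the combination of psilocybin and light did not raise early-response genes over either stimulus alone. Here Npas4 was higher in psilocybin-light than in psilocybin-dark mice, with a log2 fold change of 0.95 (adjusted p = 0.0374 from edgeR, 0.0134 to 0.116 across the alternatives, with the opposite sign where light and dark follow the sample labels). In 8 of the fits that each left out 1 mouse it was not called. Fig. 1E of the paper marks this difference for Npas4.

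The paper lists Igf1r and Psmb1 among the genes changed specifically in psilocybin-light mice. In edgeR, Igf1r had an adjusted p of 0.0704 and Psmb1 of 0.0912 against light, and neither was called. DESeq2 with the paper's parameters calls both (adjusted p = 0.0225 and 0.0154). Igf1r was also called with 1 surrogate variable (adjusted p = 0.0218) and in 2 of the fits that left out 1 mouse, and Psmb1 in 1 of them.

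The paper reports synaptic gene sets among both the increased and the decreased genes. Of the synapse list used here, 7 genes were among those lower in both, where 9.06 would be expected (odds ratio 0.752, exact p = 0.598). The paper states that gene expression in GABAergic neurons is lowered. Here 10 markers of GABAergic neurons were lower in both light and psilocybin, where 4.04 would be expected (odds ratio 2.97, adjusted p = 0.00869, Fisher's exact test). Other markers, among them Vip, Lamp5, Npy and Crh, were higher in both, 6 in all and no more than chance gives (exact p = 0.272).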

Other observations

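In this part, the tests of hippocampal genes, of correlated deviations between light mice, of the library number and of the number of dark mice were chosen only after the result was seen.

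Each count of genes was set against 100 splits of the same mice into groups of the same sizes. As many genes as in the real groups were found in 1 of 100 splits, the real one, for light against dark, psilocybin-dark against dark, psilocybin-light against dark, against light and against psilocybin-dark, for the genes in both lists and for the psilocybin-light-specific genes. For the last 2 of these, all 24 mice were split, which tests whether the groups differ at all, not the overlap or the specificity alone. For psilocybin-dark against light, 2 of 100 splits gave as many, the other with 67 genes. In other splits of the light and dark mice, up to 2348 genes were called, and up to 2641 for psilocybin-dark and dark mice.

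Dark mice had the highest mean log2 expression of a list of 13 hippocampal genes, 4.05 ± 0.36 (SD, n = 6), against 2.97 ± 0.33 (SD, n = 6) in light, 3.03 ± 0.42 (SD, n = 6) in psilocybin-dark and 2.85 ± 0.13 (SD, n = 6) in psilocybin-light mice. The larger adjusted p of the comparisons of dark with light and with psilocybin-dark mice was 0.0422 (exact permutation test, adjusted over 39 tests). Genes with large falls in the 2 lists include Fibcd1, and rises include Rspo1 (log2 fold change 2.99 in light and 2.96 with psilocybin), Rorb (1.21 and 1.02) and Cux2 (1.34 and 1.35). A candidate explanation, as a hypothesis, is tissue from outside the visual cortex in the dark samples. With the hippocampal score as a covariate, 1149 light-induced and 5 psilocybin-induced genes were called. Because the score itself differs between the dark group and the others, this fall cannot be told apart from the loss that any covariate confounded with the groups would bring. Part of the light-induced and psilocybin-induced genes, and of their overlap, may therefore come from the tissue of the dark mice, and a biological effect of light and psilocybin on these genes is not excluded.

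The dark group shared by both comparisons bears on the correlation of the light and psilocybin effects. With separate sets of 3 dark mice, the lowest r of the 20 ways was 0.270 and the median 0.682. With the same 3 dark mice in both comparisons, r was at least 0.915, with a median of 0.935, so at this number of dark mice r was higher with shared than with separate mice. How far fewer dark mice in each comparison lowered r by themselves cannot be told, since the noise of shared mice raises r. The r values from 0.270 to 0.417 were those of the 8 ways with dark mice 1 and 6, the 2 with cerebellar genes, on the same side. The 12 ways that separated them gave 0.615 to 0.807. In all 20 ways more genes were shared than chance gives. Separate sets of dark mice remove only what differs between single dark mice, and a difference common to all 6 dark mice, such as in the hippocampal score, would remain.

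Other technical explanations of the gene lists were tested. Across genes, the light effect had a Spearman rho of 0.171 with GC content and −0.139 with exon length, and the psilocybin effect 0.0312 and 0.0369. For psilocybin-light against light, the values were −0.00498 and −0.0282. All 6 lay within the limits set for a bias of this kind. Library size and cerebellar genes are treated with the single mice above.

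The genes specific to psilocybin-light mice also varied between light mice that received no psilocybin. Their mean log2 expression was 5.80, 5.82, 5.86 and 5.85 in light mice 13 to 16, 5.51 in light mouse 17 and 5.65 in light mouse 18, between 5.35 and 5.43 in psilocybin-light mice, and between 5.73 and 5.83 in dark and psilocybin-dark mice. The deviations of these 35 genes from the mean of the light group had a mean correlation of 0.494, above all 10000 random lists matched on expression. The same value was 0.0203 in dark, 0.0272 in psilocybin-dark and 0.0281 in psilocybin-light mice. A factor that also varies between light mice without psilocybin may thus contribute to these genes, Crebbp among them, as a hypothesis. What that factor is was not found. Light mice 17 and 18 carry the numbers next to psilocybin-light mouse 19, and they are the 2 lowest light mice for these 35 genes. Over all genes, the likeness of the 6 light mice to the psilocybin-light effect did not follow the library number (Spearman rho 0.0857, exact permutation p = 0.919). Light mouse 18, with cerebellar genes, was the least alike over all genes (r = −0.53), so this does not bear on the 35 genes. No library batch is given for these samples.

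The mitochondrial share of counts was higher in psilocybin-light than in psilocybin-dark mice by 1.12 points (exact permutation p = 0.00433) and than in dark mice by 0.602 points (exact permutation p = 0.0433), and did not differ beyond chance from light (0.465 points, exact permutation p = 0.186). With the mitochondrial share of counts as a covariate, 9 genes were specific to psilocybin-light mice. Since the share differs from the dark and psilocybin-dark groups, this fall cannot be told apart from the loss that a covariate confounded with these groups would bring. Mouse by mouse, the share and the expression of these genes did not always go together. Psilocybin-light mouse 22 had a share of 3.45% and light mouse 15 a share of 4.59%, with mean log2 expression of 5.43 and 5.86.

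The mean log2 expression of a list of astrocyte genes fell by 0.40 in psilocybin-light against dark mice (exact permutation test, adjusted p = 0.0281). No explanation was tested for this difference.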
